A study of Mus musculus with 20 samples. Its data were reported in "Proteasome alteration between epithelial and hematopoietic cells facilitates positive selection of CD8 T cells" (2026).

How the data were processed

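Mouse CD8 T cells were sorted by the authors from lymph nodes and spleens per their protocol, while the sample labels name lymph nodes. RNA was made into libraries with a kit that amplifies TCR α and β transcripts and tags molecules with unique identifiers. The authors assembled reads into clones with MiXCR, whose version, settings and clone filters were not stated. The deposited tables give, for each mouse and chain, a read count and a unique molecule count per clone as whole numbers, not normalised. The deposited tables also give each clone's fraction of reads and of molecules, which was not used. Replicates were not pooled by the authors. The tables hold no coordinates, so positions are those of GENCODE vM39 on GRCm39.

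In-frame clones without a stop codon were kept, and reads were summed per CDR3 amino acid sequence. A library entered the diversity comparisons with at least 1000 in-frame reads and at least 100 distinct CDR3 sequences, which left 18 libraries of each chain. All other comparisons used the group sizes of the study, 4 WT, 5 β5i-KO, 4 β5t-KO and 4 BIT mice. The labels do not say which BIT mouse the study left out, so the BIT library with the fewest distinct sequences was left out. The fewest reads of any clone was 1 in most libraries, but 9 for TCRα in β5i-KO replicate 4. Depth per library was 1983032 to 8480570 TCRα reads and 7.57 to 134 reads per molecule.

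Diversity, the percentages of named sequences and the sets missing from β5t-KO mice were compared with exact permutation tests of the difference of means, two-sided, with Benjamini-Hochberg adjustment within each family. With 4 mice against 4 the smallest p these tests can give is 0.0286. Recurring sequences were those at 10 CPM or more in at least 3 libraries of a group. The Morisita–Horn index was compared within and between groups by exact permutation of the group labels. Sequence abundance and V gene usage were tested with edgeR 4.0.16 (quasi-likelihood test, library size normalisation, threshold 0.05) in R 4.3.3, with all 4 groups in one fit. V genes needed at least 5 clonotypes in at least 4 libraries, and each clonotype of V gene, J gene and CDR3 counted once. A clone that listed several V genes was assigned to the first. DESeq2 1.42.0 was an alternative. Other values were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and drawn with Matplotlib 3.10.9.

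The text names the 4 CDR3α sequences that the study named, and for each comparison up to 3 sequences with the largest fold change among those called by edgeR whose groups did not overlap in CPM. V genes named are those called by edgeR, at most the 5 with the smallest p per comparison. Bounds against a group with no read used a floor of 3 molecules over the whole group. These rules, the tests and most alternatives were fixed before the data were examined.

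The edgeR script was tested on simulated data for the comparison of BIT with WT mice. With the estimated spread (median dispersion 10.1), 0 of 200 sequences changed 8-fold and 0 of 200 changed 64-fold were recovered among 6015 sequences. With the spread set to 0.2, 199 of 200 sequences changed 8-fold were recovered and 10.4% of the calls were false. Among 93 TRAV genes, 19 of 20 changes of 2-fold were recovered and 13.6% of the calls were false. Among 23 TRBV genes, 6 of 6 changes of 2-fold were recovered.

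Alternatives were nucleotide sequences in place of amino acid sequences, thinning of reads or molecules to the shallowest library, other thresholds for recurrence, the Jaccard index, TMM normalisation, DESeq2, unique molecules in place of reads, reads in place of clonotypes, only the groups compared, all libraries above the floors, V subgroups, replicate number as a block, and each mouse left out in turn. Counts of calls were compared with those of other splits of the same mice, at most 100 drawn with a fixed seed. Every pair of libraries within a group was checked for duplication, and 0 of 32 pairs per chain were identical.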

Results

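The T cell receptor (TCR) α and β chains of peripheral CD8 T cells were sequenced from mice of 4 genotypes. WT mice carry both specialised proteasome subunits, β5i-KO mice lack β5i, β5t-KO mice lack β5t, and BIT mice carry the coding sequence of β5t in place of that of β5i. The labels list 5 mice in each group. Both chains gave a usable library in 4 WT, 5 β5i-KO, 4 β5t-KO and 5 BIT mice. WT replicate 5 held 1 TCRβ read, and β5t-KO replicate 5 held 24 distinct in-frame CDR3α sequences and 11 distinct in-frame CDR3β sequences, so neither was compared. TCR libraries do not measure Psmb8 and Psmb11, the genes that encode β5i and β5t, so the genotype labels could not be checked against them.

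The 18 TCRα libraries held 1983032 to 8480570 reads, with a median of 3030310.5 reads. These reads came from 14772 to 602397 unique molecules. The 18 TCRβ libraries held 614169 to 2856711 reads from 7573 to 146469 unique molecules. In-frame rearrangements made up 90.2% to 93.6% of TCRα reads and 96.7% to 98.3% of TCRβ reads. The number of distinct in-frame CDR3α amino acid sequences ranged from 450 in BIT replicate 3 to 21466 in BIT replicate 1, a 47.7-fold range. The number of distinct CDR3β sequences ranged from 383 to 36149. Reads are amplified copies, so limits given for a count of 0 were computed on unique molecules and cover counting error only.

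The first comparison asked whether the diversity of the repertoire differed from WT. The number of distinct CDR3α sequences was 8779 ± 5865 in WT (SD, n = 4), 10871 ± 8134 in β5i-KO (SD, n = 5), 3764 ± 3124 in β5t-KO (SD, n = 4) and 12932 ± 8548 in BIT mice (SD, n = 5). None of these differences from WT was detectable, with exact permutation p of 0.698 for β5i-KO, 0.2 for β5t-KO and 0.413 for BIT mice (two-sided, adjusted p 0.698, 0.6 and 0.619 over 3 comparisons). Thinning each library to 13519 unique molecules left 4925 ± 2336 sequences in WT (SD, n = 4), 5775 ± 2187 in β5i-KO (SD, n = 5), 2752 ± 2090 in β5t-KO (SD, n = 4) and 5878 ± 3184 in BIT mice (SD, n = 5). The normalised Shannon index, which is 1 when all sequences are equally abundant, was 0.958 ± 0.0058 in WT (SD, n = 4), 0.964 ± 0.0103 in β5i-KO (SD, n = 5), 0.936 ± 0.00257 in β5t-KO (SD, n = 4) and 0.958 ± 0.00743 in BIT mice (SD, n = 5). All 4 β5t-KO libraries lay below all 4 WT libraries, with an exact permutation p of 0.0286, the smallest that 4 mice against 4 can give (two-sided, adjusted p 0.0857). The index of β5i-KO and BIT mice did not differ detectably from WT, with exact permutation p of 0.302 and 0.873 (two-sided, adjusted p 0.452 and 0.873). After thinning to 13519 molecules, the index in β5t-KO mice was lower than in WT by the same test, with means of 0.927 and 0.961 and an exact permutation p of 0.0286 (adjusted p 0.0857).

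TCRβ sequences were compared in the same way. The number of distinct CDR3β sequences was 9011 ± 7659 in WT (SD, n = 4), 18401 ± 16007 in β5i-KO (SD, n = 5), 3728 ± 3058 in β5t-KO (SD, n = 4) and 18311 ± 12466 in BIT mice (SD, n = 5), and the adjusted exact permutation p was 0.397 in each of the 3 comparisons with WT (two-sided). The Shannon index was 0.98 ± 0.0101 in WT (SD, n = 4), 0.984 ± 0.00355 in β5i-KO (SD, n = 5), 0.972 ± 0.0123 in β5t-KO (SD, n = 4) and 0.978 ± 0.0115 in BIT mice (SD, n = 5). The adjusted exact permutation p for the TCRβ index was 0.667 in each comparison (two-sided).

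**Figure D1:**
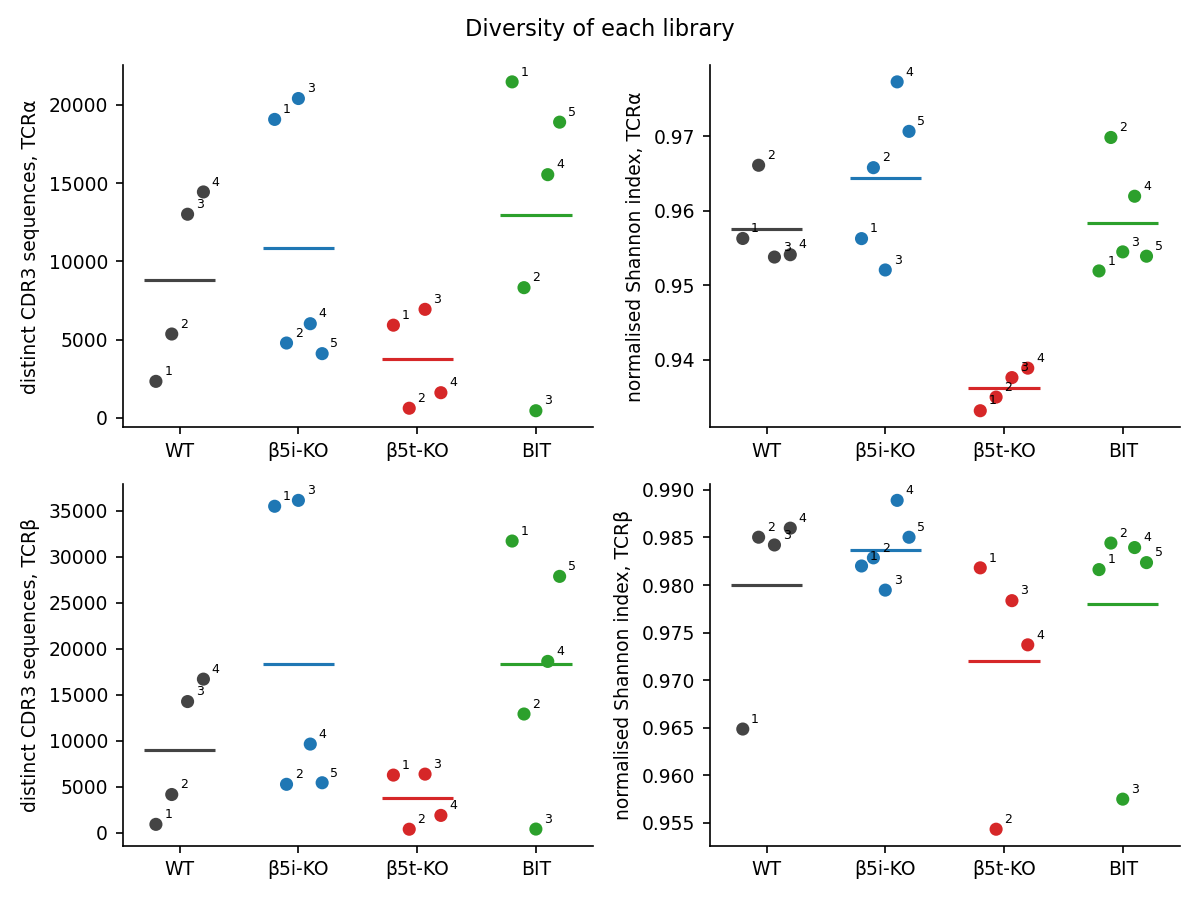
Each point is 1 library, numbered by replicate, and each line is the group mean. The left panels plot the number of distinct in-frame CDR3 amino acid sequences and the right panels the normalised Shannon index (no unit), for TCRα above and TCRβ below. The TCRα index lies at or below 0.939 in the 4 β5t-KO libraries and above that value in the other 14 libraries.

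The next comparison asked which sequences recurred between mice of a group and how far the groups shared them. A sequence was counted for a group when it reached 10 CPM (its read count scaled to a common library size) in at least 3 of its mice, with 4 WT, 5 β5i-KO, 4 β5t-KO and 4 BIT mice. BIT replicate 3, the BIT library with the fewest sequences, was left out by a rule fixed in advance. By this count 1597 CDR3α sequences recurred in WT, 3287 in β5i-KO, 287 in β5t-KO and 4556 in BIT mice. BIT mice shared 1232 sequences with WT mice, which was 77.1% of the WT set and 27.0% of the BIT set. They shared 2123 sequences with β5i-KO mice, 64.6% of the β5i-KO set, and 243 with β5t-KO mice, 84.7% of the β5t-KO set. β5i-KO and WT mice shared 1058 sequences, and β5t-KO and WT mice shared 170. A total of 148 sequences recurred in all 4 groups. For TCRβ, 272 sequences recurred in WT, 1916 in β5i-KO, 60 in β5t-KO and 2268 in BIT mice, with 180 shared between BIT and WT mice and 762 between BIT and β5i-KO mice. These counts have no error, and they depended on single mice and on the molecules captured. Reads thinned to the shallowest library left TCRα sets of 1596, 3287, 288 and 4552 in this order of groups, but unique molecules thinned to the shallowest library, an alternative chosen after seeing the data, left 881, 1761, 211 and 1682. Counting V gene, J gene and CDR3 together gave 664 TCRα sequences in WT, 1553 in β5i-KO, 106 in β5t-KO and 2165 in BIT mice, an alternative chosen after seeing the data. Leaving out 1 WT mouse at a time gave WT sets of 428 (without replicate 4) to 1233 sequences (without replicate 1).

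The Morisita–Horn index of CDR3α read fractions, which is 1 for identical repertoires and 0 for repertoires with no shared sequence, was used to ask whether mice resembled their own group more than another. The mean index was 0.547 within WT mice, 0.573 within β5i-KO, 0.721 within β5t-KO and 0.734 within BIT mice. Between β5t-KO and WT mice it was 0.301 (range 0.176 to 0.526), and the mean within groups exceeded that between groups by 0.333, with an exact permutation p of 0.0286 for 4 mice against 4 (two-sided, adjusted p 0.0476 over 5 comparisons). Between BIT and β5t-KO mice the index was 0.139 (range 0.0838 to 0.201), a difference of 0.588 from the mean within groups (exact permutation p 0.0286, adjusted p 0.0476). Between BIT and WT mice it was 0.564, a difference of 0.0766 (exact permutation p 0.0286, adjusted p 0.0476). That mean is above the 0.547 within WT mice, so WT mice did not resemble each other more than they resembled BIT mice. The difference rests on the mean of 0.734 within BIT mice. With BIT replicate 3 included, the BIT and WT difference was 0.0337 (exact permutation p 0.397). Between β5i-KO and WT mice the index was 0.521, a difference of 0.0426 (exact permutation p 0.0635, adjusted p 0.0794), and between BIT and β5i-KO mice it was 0.637, a difference of -0.00371 (exact permutation p 0.881), which was no detectable difference. The Jaccard index, which ignores abundance, gave differences of 0.00607 for β5t-KO and WT, 0.0082 for BIT and WT and 0.0343 for BIT and β5t-KO mice, with adjusted exact permutation p of 0.667, 0.429 and 0.143.

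**Figure D2:**
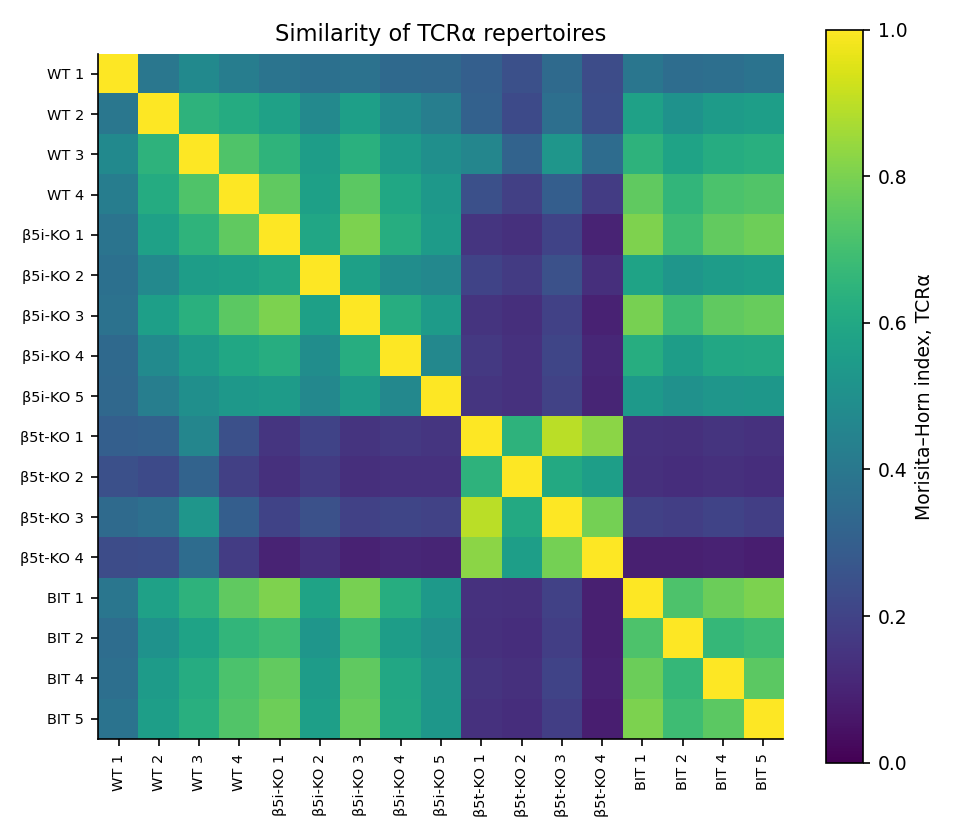
The colour gives the Morisita–Horn index (no unit, 0 to 1) of CDR3α read fractions for every pair of the 17 libraries compared, numbered by group and replicate. The 4 β5t-KO libraries form a block with a mean index of 0.721 among themselves and means of 0.301 with WT and 0.139 with BIT libraries.

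Abundance was then tested for each of 6015 recurring CDR3α sequences with edgeR's quasi-likelihood test, with all 17 libraries in one fit and Benjamini-Hochberg adjustment at a threshold of 0.05. Relative to WT, 0 sequences were higher and 1 lower in β5i-KO mice, 1 higher and 3 lower in β5t-KO mice, and 0 higher and 2 lower in BIT mice. BIT mice had 0 higher and 1 lower relative to β5i-KO mice, and 3 higher and 3 lower relative to β5t-KO mice. At an unadjusted p under 0.05 the same edgeR fit gave 1176, 2385, 1182, 699 and 2718 sequences in these 5 comparisons. DESeq2 called 73 higher and 12 lower, 150 higher and 1294 lower, 32 higher and 4 lower, 3 higher and 0 lower, and 1800 higher and 18 lower. DESeq2 was run with another normalisation, so tool and normalisation changed together. With TMM normalisation, edgeR called 2421 sequences for BIT against β5t-KO and 0 to 3 in the other comparisons. With only the 2 groups compared in the fit, edgeR called 2, 462, 851, 10 and 1922 sequences. The number of sequences called therefore depended on the tool, the normalisation and the groups fitted. Simulated changes of 8-fold at the estimated spread were recovered by edgeR for 0 of 200 sequences in the comparison of BIT with WT mice. The sequences named here carried mainly TRAV12-1. In the GENCODE annotation of GRCm39 this gene is Trav12-1 on chromosome 14 at 53775648 to 53776195, and it joins downstream J genes of the same locus on the plus strand. Sequence copies of V genes are similar, and 85.3% of the clones assigned first to TRAV12-1 listed more than 1 V gene, so V assignment is uncertain.

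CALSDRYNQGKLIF, carried with TRAJ23 (Traj23, chromosome 14 at 54433538 to 54433597), was called in all 5 comparisons. Its abundance was 6468 ± 2780 CPM in WT (SD, n = 4), 1227 ± 676 CPM in β5i-KO (SD, n = 5), 40240 ± 4673 CPM in β5t-KO (SD, n = 4) and 302 ± 152 CPM in BIT mice (SD, n = 4), and the groups did not overlap. The edgeR log2 fold change was -2.40 ± 0.44 (SE) for β5i-KO against WT (adjusted p 0.000229), -4.42 ± 0.52 for BIT against WT (adjusted p 7.81e-14) and -2.02 ± 0.45 for BIT against β5i-KO (adjusted p 0.0482). For β5t-KO against WT, edgeR gave 2.64 ± 0.48 (adjusted p 0.000195), and for BIT against β5t-KO it gave -7.06 ± 0.59 (adjusted p 1.13e-29). These latter comparisons fell outside the naming rule and were chosen after their values were seen. The calls against WT held in 12 of 16 alternatives for β5i-KO, 15 of 15 for BIT and 12 of 15 for β5t-KO, where TMM normalisation, DESeq2 and the fit with BIT replicate 3 did not call it. The BIT and β5i-KO call held in 5 of 16 alternatives, with log2 fold changes of -2.43 to -1.36 and adjusted p of 2.71e-06 to 0.895 by edgeR or DESeq2. Leaving out each mouse in turn lost that call in 6 of 9 fits, with the largest adjusted p, 0.446 by edgeR, without BIT replicate 2.

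A further 4 sequences met the naming rule. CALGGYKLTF (10 residues, mainly with TRAJ9) reached 436 ± 266 CPM in WT (SD, n = 4) and 512 ± 331 CPM in BIT mice (SD, n = 4). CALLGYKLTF (10 residues, mainly with TRAJ9) reached 469 ± 116 CPM in WT (SD, n = 4) and 394 ± 154 CPM in BIT mice (SD, n = 4). Neither had a read in the 4 β5t-KO libraries, where 508369 in-frame molecules allow a share of up to 0.00059% (3 molecules over the group). Counting molecules as independent, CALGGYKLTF was at least 87.7-fold lower and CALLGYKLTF at least 93.0-fold lower in β5t-KO than in WT mice (edgeR adjusted p 0.0395 for both). Molecules were not independent clones, since β5t-KO libraries held 16.7 to 122 molecules per distinct sequence. Of 17394 nucleotide clonotypes in β5t-KO, 0 carried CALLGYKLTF, where 6.38 were expected at the WT share. Bounds on molecules, here and below, therefore overstate how firmly an absence is known. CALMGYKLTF (10 residues, with TRAJ9) fell from 2231 ± 248 CPM in WT (SD, n = 4) to 21.6 ± 43.3 CPM in β5t-KO mice (SD, n = 4), where 1 of 4 libraries held it, with an edgeR log2 fold change of -6.69 ± 1.52 (SE) and an adjusted p of 0.0339. These 3 calls against WT held in 8, 8 and 9 of 15 alternatives. In BIT mice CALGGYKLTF was at least 121-fold and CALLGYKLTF at least 77.9-fold higher than in β5t-KO mice (edgeR adjusted p 0.0283 and 0.0318, called in 11 and 10 of 15 alternatives). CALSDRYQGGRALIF (15 residues, mainly with TRAJ15) was at 183 ± 74.9 CPM in WT (SD, n = 4) and 1802 ± 1814 CPM in β5t-KO mice (SD, n = 4), and had no read in 4 BIT libraries, where 836143 molecules allow up to 0.000359%. It was at least 50.7-fold lower in BIT than in WT mice (edgeR adjusted p 0.0388, called in 7 of 15 alternatives) and at least 618-fold lower than in β5t-KO mice (edgeR adjusted p 0.00112, called in 14 of 15). Traj9 lies on chromosome 14 at 54446850 to 54446907 and Traj15 at 54441879 to 54441938. CALSDRYSNNRLTL (TRAJ7), outside the naming rule and chosen after its values were seen, was also lower in BIT than in β5t-KO mice, with 260 ± 121 against 14862 ± 4929 CPM (SD, n = 4 each), an edgeR log2 fold change of -5.84 ± 0.91 (SE) and an adjusted p of 5.08e-07.

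The study had named 4 CDR3α sequences as dependent on β5t. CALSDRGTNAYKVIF (mainly TRAJ30) made up 0.0182% ± 0.0209 of in-frame TCRα reads in WT (SD, n = 4), 0.017% ± 0.0187 in β5i-KO (SD, n = 5), 0.00276% ± 0.00553 in β5t-KO (SD, n = 4) and 0.00456% ± 0.00414 in BIT mice (SD, n = 4). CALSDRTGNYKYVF (mainly TRAJ40) made up 0.0131% ± 0.0175 in WT (SD, n = 4), 0.014% ± 0.012 in β5i-KO (SD, n = 5) and 0.00219% ± 0.00264 in BIT mice (SD, n = 4), with no read in 4 β5t-KO libraries. Both were absent from 1 of 4 WT libraries. For these 2 sequences the exact permutation p against WT was 0.257 and 0.143 in β5t-KO and 0.343 and 0.2 in BIT mice (two-sided, adjusted p 0.571 to 0.686 over 12 comparisons). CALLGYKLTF made up 0.0469% ± 0.0116 in WT (SD, n = 4), 0.043% ± 0.0315 in β5i-KO (SD, n = 5) and 0.0394% ± 0.0154 in BIT mice (SD, n = 4). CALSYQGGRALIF (mainly TRAJ15) made up 0.0257% ± 0.0171 in WT (SD, n = 4), 0.0271% ± 0.0132 in β5i-KO (SD, n = 5) and 0.0182% ± 0.00383 in BIT mice (SD, n = 4). Neither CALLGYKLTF nor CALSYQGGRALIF had a read in the 4 β5t-KO libraries, and each was found in all 4 WT libraries, with an exact permutation p of 0.0286 (two-sided, adjusted p 0.171). In BIT mice their exact permutation p against WT was 0.543 and 0.429 (adjusted p 0.814 and 0.735). No comparison of β5i-KO with WT had an exact permutation p under 0.746. None of the 12 comparisons passed the threshold after adjustment. The p of 0.0286, the smallest that 4 mice against 4 can give, reached an adjusted p of only 0.171. Not passing is therefore no evidence against a difference.

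**Figure D3:**
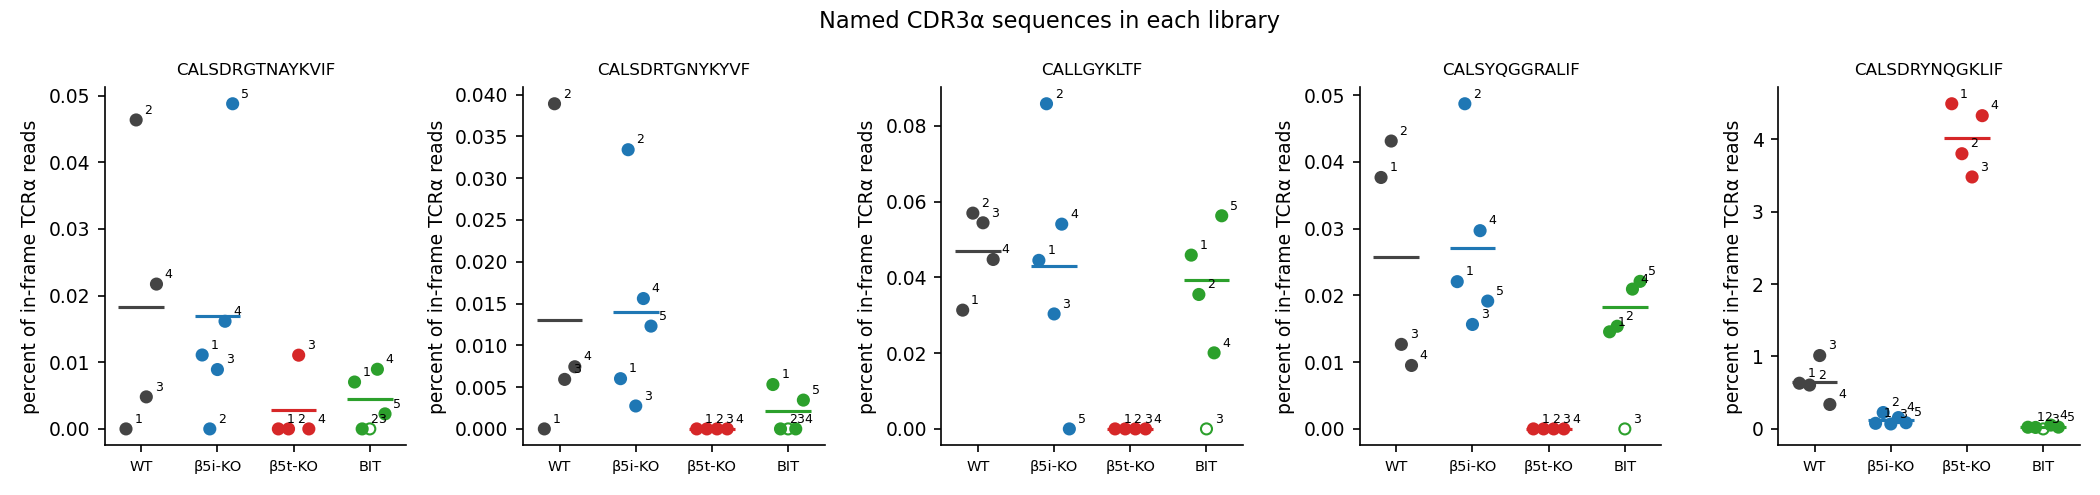
Each point is the percentage of in-frame TCRα reads that 1 library spent on the sequence above the panel, numbered by replicate. Lines are group means over the libraries compared, and the open point is BIT replicate 3, which was left out of them. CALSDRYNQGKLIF reached 3.48% to 4.49% in the 4 β5t-KO libraries and 0.338% to 1.01% in the 4 WT libraries.

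The next comparison asked whether sequences missing from β5t-KO mice were reduced in BIT mice. Of the 1597 sequences that recurred in WT, 462 had no read in any of the 4 β5t-KO libraries. They made up 3.13% ± 0.0763 of reads in BIT (SD, n = 4) and 3.31% ± 0.194 in β5i-KO mice (SD, n = 5), which was no detectable difference (exact permutation p 0.127, two-sided, adjusted p 0.254). Defined from β5i-KO mice, 1295 sequences had no read in β5t-KO mice. They made up 6.80% ± 0.161 of reads in BIT (SD, n = 4) and 6.77% ± 0.159 in WT mice (SD, n = 4; exact permutation p 0.8, two-sided, adjusted p 0.8). Depth may account for many of the 462 sequences. BIT libraries reduced to the clonotype numbers of β5t-KO lacked 435.6 or 359.8 of the 1597 on average, depending on the drawing. Sequences missed through sampling need not be reduced in BIT mice. Similar shares therefore cannot show whether sequences that depend on β5t were reduced. The set from β5i-KO mice may share this limit.

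V gene usage was compared as the number of distinct clonotypes per gene with edgeR's quasi-likelihood test. Of 93 TRAV genes, 0 were higher and 1 lower in β5i-KO than in WT mice, 4 higher and 1 lower in β5t-KO than in WT, 0 higher and 2 lower in BIT than in WT, and 4 higher and 3 lower in BIT than in β5t-KO mice. Between BIT and β5i-KO mice edgeR called 0 TRAV genes, with 3 at an unadjusted p under 0.05 and 0 called by DESeq2. TMM normalisation and DESeq2 each called 0 genes for β5i-KO against WT. In β5t-KO against WT mice, TRAV13-4-DV7 was used by 0.704% ± 0.205 against 0.328% ± 0.0579 of clonotypes (SD, n = 4 each), with an edgeR log2 fold change of 1.19 ± 0.22 (SE) and an adjusted p of 0.000326, called in 14 of 14 alternatives. TRAV14-1 was used by 2.36% ± 0.79 against 1.30% ± 0.216 (SD, n = 4 each; edgeR log2 fold change 0.89 ± 0.15, adjusted p 7.71e-05), also called in 14 of 14 alternatives at the level of genes, although its V subgroup as a whole did not differ detectably (0.10 ± 0.07, adjusted p 0.294). TRAV7-3 fell by 0.48 on the log2 scale (edgeR adjusted p 0.0211), TRAV17 rose by 0.53 (adjusted p 0.0314) and TRAV13D-2 rose by 0.67 (adjusted p 0.0383). The latter 3 calls held in 10 of 14, 5 of 15 and 5 of 14 alternatives. TRAV7D-5 fell by 0.77 in β5i-KO and by 0.78 in BIT mice against WT (edgeR adjusted p 0.0372 and 0.0205), in 6 of 15 and 7 of 14 alternatives. TRAV12-1 fell by 0.47 in BIT mice (edgeR adjusted p 0.0205, 7 of 14 alternatives), to 12.2% ± 0.922 of clonotypes (SD, n = 4) from 14.9% to 19.2% in the 4 WT mice. Grouped by V subgroup, an alternative chosen after the data were seen, TRAV12 fell by 0.29 ± 0.08 in BIT mice (SE, edgeR adjusted p 0.0200) and by 0.27 ± 0.08 in β5t-KO mice (SE, edgeR adjusted p 0.0210) against WT, although TRAV12-1 itself was not called in β5t-KO mice (edgeR adjusted p 0.0983). The TRAV6 subgroup rose against WT, by 0.41 ± 0.12 in β5t-KO mice (SE, edgeR adjusted p 0.0210) and by 0.34 ± 0.11 in BIT mice (SE, edgeR adjusted p 0.0465). In β5t-KO against WT mice the TRAV13 subgroup rose by 0.35 (edgeR adjusted p 0.0306) and TRAV7 did not differ detectably (edgeR adjusted p 0.0734). TRAV7 also did not differ detectably in β5i-KO or BIT mice against WT (edgeR adjusted p 0.745 and 0.525). Near-identical V gene copies make single genes uncertain, since 49.9% of the clones assigned to TRAV7D-5 and 82.2% of those assigned to TRAV13D-2 listed several V genes. Between BIT and β5t-KO mice the 5 genes with the smallest p were TRAV14-1, which fell by 0.76, TRAV7D-3, which rose by 0.80, TRAV17, which fell by 0.62, TRAV13-4-DV7, which fell by 0.86, and TRAV7-3, which rose by 0.41 (edgeR adjusted p 0.000398 to 0.0435). The calls held in 13 of 14, 14 of 14, 14 of 15 and 13 of 14 alternatives for the first 4 genes, but in 3 of 14 for TRAV7-3. In GRCm39 these genes lie on chromosome 14 between 52981706, the start of Trav7d-3, and 54044572, the end of Trav17.

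Of 23 TRBV genes, edgeR called 0 in each of the 5 comparisons. At an unadjusted p under 0.05 there were 1, 2, 0, 0 and 2 genes, and DESeq2 called 1 gene, higher in β5t-KO than in WT mice, and 0 in the other 4 comparisons.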

Values the study reported

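The study counted 631 recurring CDR3α sequences in WT mice, 1389 in β5i-KO mice and 1901 in BIT mice, each found in at least 3 mice of the group.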

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

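All tests of this part were chosen after the results were seen, except the tests of the TCRβ Shannon index, of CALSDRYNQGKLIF in BIT replicate 4, and of the nucleotide sequences behind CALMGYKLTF and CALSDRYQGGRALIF. A library was picked out when its gap to the nearest of the others, relative to the range of its group, exceeded Dixon's limit. This picked out 18 values among 129 groups of values, where chance gives about 1 in 20 groups.

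Reads per unique molecule were high in single TCRα libraries. They reached 67.8 in WT replicate 1, 134 in β5i-KO replicate 4, 84.7 in β5t-KO replicate 2 and 123 in BIT replicate 3. For TCRβ they reached 131 in WT replicate 1 and 241 in BIT replicate 3. The total number of reads was also high in BIT replicate 3 for TCRα (5911229) and in WT replicate 4 for TCRβ (2856711). Less captured material is a candidate explanation in WT replicate 1, β5t-KO replicate 2 and BIT replicate 3, which held the fewest distinct TCRα and TCRβ sequences among the analysed libraries of their groups. Over the 18 libraries, as deviations from group means, TCRα reads per molecule went with fewer distinct TCRβ sequences (Pearson's r -0.803, permutation p 0.00026, Spearman's rho -0.818, permutation p 4e-05, r -0.848 without the 2 farthest libraries, adjusted p 0.000533 and 0.0001 over 5 relations). In β5i-KO replicate 4 less captured material and another cause cannot be told apart, because the values point both ways. That library held 13519 in-frame TCRα molecules, against 103348 to 269678 in the other β5i-KO libraries. It also held 6011 distinct TCRα and 9643 distinct TCRβ sequences. Those counts exceeded β5i-KO replicates 2 (4776 and 5267) and 5 (4098 and 5437), where reads per molecule were 17.7 and 18.6. No biological explanation was tested for these values.

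The TCRβ Shannon index was low in WT replicate 1 (0.965) and BIT replicate 3 (0.957). Less captured material is again a candidate explanation, since a lower index went with fewer distinct TCRα sequences (Pearson's r 0.781, permutation p 0.00032, Spearman's rho 0.527, permutation p 0.0262, r 0.496 without the 2 farthest libraries, adjusted p 0.000533 and 0.0328). The relation is weaker without those libraries.

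In β5i-KO replicate 4, 54.2% of TCRα clones rested on 1 molecule, and the next highest β5i-KO library had 9.25%. The fewest reads of any TCRα clone there was 9, and 1 in the other 4 β5i-KO libraries. That library held 2.25 in-frame TCRα molecules per distinct sequence, against at least 10.1 in the other β5i-KO libraries. For TCRβ, 69.8% of its clones rested on 1 molecule, against at most 32.5% in the other β5i-KO libraries. What raised these shares remains open.

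Single sequences stood out in groups where the other libraries held no read. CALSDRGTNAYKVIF was at 111 CPM in β5t-KO replicate 3, and its share of nucleotide clonotypes in β5t-KO did not differ detectably from WT (Fisher's exact test, two-sided, p 0.681, adjusted p 0.906 over 12 comparisons). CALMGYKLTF was at 86.6 CPM in β5t-KO replicate 3, where 1 nucleotide sequence encoded it, so several clones in that library did not account for it. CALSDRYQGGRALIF was at 102 CPM in β5i-KO replicate 1, where 3 nucleotide sequences encoded it, so more than 1 clone may have contributed.

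TRAV14-1 and TRAV13D-2 were low in WT replicate 1, at 0.978% and 0.652% of clonotypes. Drawing 2454 clonotypes at the shares of the other 3 WT libraries could give such counts (exact binomial test, two-sided, p 0.0715 and 0.123).

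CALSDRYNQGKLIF was high in BIT replicate 4 (529 CPM, others at most 245). In unique molecules the gap was 0.547 of the range, so unequal amplification may have contributed. CDR3α sequences of 10 residues made up 1.75% of reads in that library and at least 2.23% in the other 3 BIT libraries compared. BIT replicate 3, which was left out, had 1.63%, so BIT replicate 4 was low only among the libraries compared. In unique molecules the gap among the libraries compared was 0.995 of the range, which argues against unequal amplification. No biological explanation separates mice of 1 group here.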

How the results depend on the processing

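The tests with V gene, J gene and CDR3 together for shared sequences, with V subgroups and with thinned unique molecules were chosen after the results were seen. Over 88 results, 403 of 563 alternatives that kept every mouse left the result on the same side of its threshold or within its spread, and 0 reversed it. Of 718 alternatives that left out 1 mouse, 528 did so and 1 reversed a result. These totals include exact permutation tests in groups too small to pass the threshold after adjustment, which say nothing about stability. Where a change is given below, the cause was not tested unless it is named.

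The TCRα Shannon index was lower in β5t-KO than in WT mice under all 15 alternatives, with differences from -0.0335 to -0.0186. Its smallest attainable exact permutation p with 4 mice against 4 is 0.0286, so its place relative to the threshold says nothing about stability. The difference in the number of distinct CDR3α sequences ranged from -291 to 3976 for β5i-KO minus WT, -7166 to -2172 for β5t-KO minus WT and 953 to 7273 for BIT minus WT mice. The difference for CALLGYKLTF in β5t-KO minus WT mice ranged from -0.052 to -0.0435 percentage points and that for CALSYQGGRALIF from -0.0312 to -0.0168.

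Numbers of shared sequences depended on the definition. Each number follows the order WT, β5i-KO, β5t-KO and BIT for sets, and BIT with WT, BIT with β5i-KO, BIT with β5t-KO, β5i-KO with WT and β5t-KO with WT for overlaps (the first 2 for TCRβ). At least 2 libraries in place of 3 is a looser rule and gave TCRα sets of 5083, 8689, 1680 and 10880 with overlaps of 3577, 5174, 1323, 3235 and 1074, and TCRβ sets of 2167, 8025, 641 and 8288 with overlaps of 1198 and 3019. Nucleotide CDR3 sequences divide each amino acid sequence and gave TCRα sets of 809, 1890, 118 and 2775 with overlaps of 526, 953, 71, 444 and 57, and TCRβ sets of 18, 228, 6 and 338 with overlaps of 7 and 45. V gene, J gene and CDR3 together also divide sequences and gave TCRα sets of 664, 1553, 106 and 2165 with overlaps of 381, 690, 56, 340 and 35, and TCRβ sets of 60, 658, 22 and 851 with overlaps of 27 and 165. Unique molecules thinned to the shallowest library gave TCRα sets of 881 in WT, 1761 in β5i-KO and 1682 in BIT mice with overlaps of 548, 865, 139, 570 and 109, and TCRβ sets of 65, 318, 33 and 257 with overlaps of 21 and 66. Reads thinned to the shallowest library gave TCRα sets of 1596, 3287, 288 and 4552, so the number of reads did not limit them.

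Leaving out each mouse in turn leaves fewer libraries in which a sequence can recur. TCRα sets ranged from 428 to 1233 in WT (lowest without WT replicate 4), 1469 to 2682 in β5i-KO (lowest without β5i-KO replicate 3), 37 to 211 in β5t-KO (lowest without β5t-KO replicate 3) and 2040 to 3332 in BIT mice (lowest without BIT replicate 1). Their overlaps ranged from 384 to 1077, 1139 to 1813, 34 to 222, 354 to 947 and 32 to 144 in the order above. TCRβ sets ranged from 15 to 217 (lowest without WT replicate 4), 573 to 1479 (lowest without β5i-KO replicate 3), 3 to 50 (lowest without β5t-KO replicate 3) and 815 to 1333 (lowest without BIT replicate 1), with overlaps of 12 to 151 and 306 to 632.

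Similarity differences were smaller by the Jaccard index, at 0.00607 for β5t-KO and WT, 0.0082 for BIT and WT and 0.0343 for BIT and β5t-KO mice, none past the threshold after adjustment. With all libraries, which adds BIT replicate 3, the difference was 0.0337 for BIT and WT mice. For β5t-KO and WT it was 0.333 with an adjusted exact permutation p of 0.0714, changed only by the other comparisons of the family. With thinned unique molecules the β5i-KO and WT difference was 0.0482 and passed the threshold (adjusted exact permutation p 0.0357, range over alternatives 0.0357 to 0.889). Leaving out each mouse gave 0.0200 to 0.0766 for β5i-KO and WT (lowest without WT replicate 1, highest without WT replicate 4), 0.0439 to 0.144 for BIT and WT (lowest without BIT replicate 1, highest without WT replicate 4) and 0.569 to 0.627 for BIT and β5t-KO mice.

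Sequences recurring in WT and missing from β5t-KO mice were lower in BIT than in β5i-KO mice when defined from at least 2 WT libraries. The difference was -0.458 percentage points, past the unadjusted threshold (exact permutation p 0.0476). Over 22 alternatives for the set from WT mice, the difference ranged from -0.458 to 0.0295 percentage points. For the set from β5i-KO mice, the difference between BIT and WT mice was -0.639 percentage points as a share of distinct sequences in place of reads (exact permutation p 0.257), and -0.18 to 0.531 percentage points when 1 mouse was left out. It reversed to -0.17 without β5i-KO replicate 2 (exact permutation p 0.0286), and was 0.531 without β5t-KO replicate 1 (exact permutation p 0.0286), which removes a library that sets which sequences count as missing.

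The number of CDR3α sequences called depended on the processing. Numbers follow the order β5i-KO, β5t-KO and BIT against WT, then BIT against β5i-KO and β5t-KO. DESeq2 called 85, 1444, 36, 3 and 1818. Only the 2 groups compared in the fit gave 2, 462, 851, 10 and 1922 by edgeR, which estimates another spread. V gene, J gene and CDR3 together gave 0, 0, 0, 0 and 2. TMM normalisation gave 0 for β5i-KO against WT, 1 for BIT against WT, 0 for BIT against β5i-KO and 2421 for BIT against β5t-KO (2412 higher and 9 lower). All libraries gave 0, 0, 1 and 0 in the first 4 comparisons. Unique molecules in place of reads gave 20 for β5t-KO against WT and 12 for BIT against β5t-KO. Any read in place of 10 CPM gave 0 for BIT against β5i-KO. Leaving out each mouse gave 0 to 1, 1 to 11, 1 to 218, 0 to 167 and 3 to 440, with the highest of the last 3 without BIT replicate 2 and the 11 without β5t-KO replicate 2. Of the alternatives for single named sequences and V genes, 132 of 178 with every mouse and 144 of 219 that left out 1 mouse kept the call, and none changed direction.

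The number of TRAV genes called for β5i-KO against WT was 0 by TMM normalisation, DESeq2, reads in place of clonotypes and V subgroups, and 0 to 5 when 1 mouse was left out (5 without β5i-KO replicate 2). For β5t-KO against WT it was 8 by DESeq2 and 2 to 5 when 1 mouse was left out. For BIT against WT it was 1 by TMM normalisation and by DESeq2, 0 with reads in place of clonotypes, and 0 to 3 when 1 mouse was left out (3 without WT replicate 4). For BIT against β5t-KO it was 10 with reads in place of clonotypes, 6 by TMM normalisation and with all libraries, 5 by DESeq2, 4 with no filter, 2 with V subgroups, and 2 to 6 when 1 mouse was left out. For TRBV, DESeq2 called 1 gene for β5t-KO against WT.

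Replicate numbers were also used as a block, although nothing states a pairing of mice. The correlation of mice with the same number, relative to others, ranged from -0.0389 to 0.0318 for CDR3α and from -0.333 to 0.273 for TRAV usage, and 0 of 5 comparisons had every pair over 0.1, so the numbers gave no sign of pairs. With the block, the similarity differences of 0.333, 0.0766 and 0.588 had an exact permutation p of 0.125. It came from 4 pairs for β5t-KO and WT and 3 pairs for each of the others. So few pairs cannot give a smaller p, so this test could not pass the threshold and says nothing about stability. The block fit called 2 CDR3α sequences for β5t-KO against WT, 1 for BIT against WT, 0 for BIT against β5i-KO and 3 for BIT against β5t-KO. It called 2 TRAV genes for β5t-KO against WT, 5 for BIT against WT and 10 for BIT against β5t-KO, and 1 TRBV gene for β5t-KO against WT and for BIT against β5t-KO.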

Other observations

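All tests of this part were chosen after the results were seen, except those of the sequences lost at the depth of β5t-KO libraries, of the germline-encoded CDR3α ends, of CDR3α length by clonotype, and of similarity and diversity without CALSDRY sequences, although the CALSDRY set was itself chosen after the results were seen.

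The CDR3α sequences that begin with CALSDRY were higher in β5t-KO mice and lower in BIT mice than in WT. They made up 1.1% ± 0.426 of in-frame TCRα reads in WT (SD, n = 4), 0.303% ± 0.0637 in β5i-KO (SD, n = 5), 6.91% ± 1.02 in β5t-KO (SD, n = 4) and 0.137% ± 0.0544 in BIT mice (SD, n = 4). The exact permutation p was 0.0286 for β5t-KO and for BIT against WT and 0.0159 for β5i-KO against WT (two-sided, adjusted p 0.0604 over 55 comparisons, 4 of 4 mutant libraries beyond all WT libraries in β5t-KO and BIT, 5 of 5 in β5i-KO). Counted once per clonotype, the shares in all 3 mutant groups overlapped with the 0.13% to 0.611% in WT, at 0.549% to 1.45% in β5t-KO (exact permutation p 0.0571), 0.0685% to 0.152% in BIT (exact permutation p 0.0571) and 0.0911% to 0.215% in β5i-KO mice (exact permutation p 0.127). Several technical explanations were tested for the excess in β5t-KO. Without the largest nucleotide sequence of each β5t-KO library, CALSDRY sequences made up at least 4.01% of reads and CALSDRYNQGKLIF at least 1.97%, against at most 1.65% and 1.01% in any whole WT library, which argues against 1 expanded clone. For CALSDRYSNNRLTL, 1 nucleotide sequence held 66.2% to 97.1% of its reads in the 4 β5t-KO libraries. Without it the share was 0.319%, 0.0262%, 0.512% and 0.411% in β5t-KO replicates 1 to 4, against at most 0.205% in WT, so for this sequence 1 expanded clone and a wider excess cannot be told apart, because the libraries differ. In unique molecules the mean difference was 7.63 percentage points, which argues against unequal amplification of reads. The 2 β5t-KO libraries with the most distinct sequences exceeded the 2 WT libraries with the fewest by 5.83 percentage points, which argues against fewer captured sequences. For the higher level in WT than in BIT mice, carry-over of β5t-KO material was tested with abundant TCRβ clonotypes private to single β5t-KO libraries. They held at most 0.281% of reads in any WT library, while the carry-over needed would give 8.04%, which argues against that source. Different selection or survival of T cells that carry these sequences may therefore differ between genotypes, as a hypothesis that was found and tested on the same mice.

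A strain difference at the TCRα locus remains open for β5t-KO mice. Psmb11 starts 397 kb beyond the end of Trac on chromosome 14 (GRCm39), so a targeted allele could carry linked DNA of another strain. V and J genes were compared for the most frequent CDR3α end in β5t-KO and WT mice, over 15 nucleotides for 43 J genes and 6 nucleotides for 80 V genes. The most frequent end differed for 0 V and J genes. Such short ends cannot exclude linked variants elsewhere in the locus, so linkage and genotype cannot be told apart. This limit may also apply to V gene usage.

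The similarity and diversity results against β5t-KO mice rested largely on these sequences. Without CALSDRY sequences the excess of within-group over between-group similarity was 0.0631 for β5t-KO and WT mice (exact permutation p 0.0857, two-sided) and 0.0215 for BIT and WT mice (exact permutation p 0.0571). For BIT and β5t-KO mice it was 0.14 (exact permutation p 0.0286). The Shannon index difference between β5t-KO and WT was -0.00142 (exact permutation p 0.771). A few abundant sequences are therefore a candidate explanation for the lower index in β5t-KO mice and for most of the similarity differences.

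Sequences of 10 residues made up 0.852% ± 0.32 of TCRα reads in β5t-KO (SD, n = 4) and 2.32% ± 0.132 in WT mice (SD, n = 4), lower in 4 of 4 libraries (exact permutation p 0.0286, two-sided, adjusted p 0.0604 over 55 comparisons). Among reads outside CALSDRY sequences the difference was -1.43 percentage points, which argues against dilution by them. Counted once per clonotype it was -0.991 percentage points with no overlap between groups, which argues against unequal amplification. The 2 β5t-KO libraries with the most distinct sequences differed from the 2 WT libraries with the fewest by -1.24 percentage points, which argues against fewer captured sequences. A lower frequency of short CDR3α in β5t-KO mice may be biological, subject to the linkage limit above. In unique molecules, BIT mice were also lower than WT, at 2.41% against 2.72% (exact permutation p 0.0286, adjusted p 0.0604). By reads and by clonotype the BIT difference was not detectable (exact permutation p 0.229 and 0.143). A smaller decrease in BIT mice therefore remains open.

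The number of distinct CDR3α sequences differed 47.7-fold between libraries. The amount of material captured is a candidate explanation, since TCRα and TCRβ sequences deviated together from their group means (Pearson's r 0.988, permutation p 1e-05, Spearman's rho 0.942, permutation p 1e-05, both the smallest that the permutations can give, r 0.975 without the 2 farthest libraries, adjusted p 5e-05 for both over 5 relations). Both chains come from the same cells, so this relation cannot separate captured material from a true difference in the number of clones. The relation of TCRα unique molecules with distinct TCRα sequences was weaker (Pearson's r 0.656, permutation p 0.00399). More reads did not go with more sequences (Pearson's r -0.517, permutation p 0.0279, Spearman's rho -0.37, permutation p 0.13, r -0.623 without the 2 farthest libraries, adjusted p 0.0279 and 0.13), which argues against the number of reads as the source.

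Depth may account for a large part of the sequences missing from β5t-KO mice. Of 1597 sequences that recurred in WT, 462 had no read in β5t-KO mice, while 44 had none in BIT and 57 none in β5i-KO libraries at full depth. Libraries reduced to the clonotype numbers of β5t-KO, with clonotypes drawn alike, lacked 435.6 on average in BIT (419 to 470 over 20 draws) and 408.35 in β5i-KO mice (377 to 444). With clonotypes drawn by their molecules they lacked 359.8 (332 to 375) and 363.95 (353 to 382). Only 1 of these 4 settings reached 462, so depth alone and a true absence of some sequences cannot be told apart, because the answer depends on the drawing.

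For the sequences named by the study, the shares of nucleotide clonotypes in β5t-KO and WT mice were compared by Fisher's exact test, which treats clonotypes and not mice as units. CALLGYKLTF was in 0 of 17394 clonotypes against 16 of 43601 (two-sided p 0.00942, adjusted p 0.113 over 12 comparisons), a difference beyond fewer sampled clonotypes before but not after adjustment. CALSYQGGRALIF was in 0 against 9 (p 0.0683), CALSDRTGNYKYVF in 0 against 4 (p 0.583) and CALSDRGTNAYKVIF in 1 against 6 (p 0.681). For these 3 sequences fewer sampled clonotypes and a true decrease cannot be told apart, because so few clonotypes carry them.

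The numbers of edgeR calls were compared with other splits of the same mice. For CDR3α sequences, 4 of 100 splits gave as many calls as the real one for β5i-KO against WT, where another split gave 2133 calls. The real split was the 1 of 35 with as many calls for β5t-KO against WT, for BIT against WT and for BIT against β5t-KO, and the 1 of 100 for BIT against β5i-KO. For TRAV genes, 16 of 100 splits gave as many for β5i-KO against WT, so that call is no more than regrouping gives. The real split was the 1 of 35 for β5t-KO against WT, for BIT against WT and for BIT against β5t-KO. Where edgeR called 0 genes, every split gave as many, which was 100 of 100 for TRAV in BIT against β5i-KO, 100 of 100 for TRBV in β5i-KO against WT and in BIT against β5i-KO, and 35 of 35 for TRBV in the other 3 comparisons.

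The number of recurring CDR3α sequences in WT mice was 1597. That is higher than the value quoted from the study above. The number in β5i-KO mice was 3287. That is also higher than the value quoted from the study above. The number in BIT mice was 4556. That too is higher than the value quoted from the study above. Counting V gene, J gene and CDR3 together gave 664, 1553 and 2165, as an alternative added after the data were seen.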
